A study of Homo sapiens with 4 samples. Its data were reported in "Targeting the interaction between RNA-binding protein HuR and FOXQ1 suppresses breast cancer invasion and metastasis" (2020).

How the data were processed

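RNA immunoprecipitation sequencing (RIP-seq) was performed in MDA-MB-231 cells, a human triple-negative breast cancer line. RNA bound to HuR was isolated from cell lysate with a mouse antibody against HuR, and mouse IgG was used as the control. The methods describe no crosslinking or fragmentation of RNA before this step. A peak therefore shows where reads of the recovered RNA lay, which need not be where HuR was bound. HuR, the product of the ELAVL1 gene, is an RNA-binding protein that recognises AU-rich and U-rich elements. There were 2 HuR RIP samples and 2 IgG RIP samples. Libraries were prepared with a TruSeq RNA kit without selection for poly(A) tails. Per the labels and the study's methods, samples were grouped by the antibody used.

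Upstream of the list, the authors used STAR as the aligner, with hg38 as the genome, and HOMER as the peak caller. The list is a selection from the called peaks, for which the methods name a criterion of altered abundance. Program versions, peak-calling settings, the threshold of that criterion and any pooling of replicates are not stated. The study names ANNOVAR for annotation, whereas the header of the peak list holds a HOMER annotation command with hg38 and RefSeq transcripts. The list is 1 table for the whole series, with no value for a single sample, so the peak values are those of the authors and carry no SD.

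The deposited list gives a peak score, which is HOMER's own value for each peak, and the authors did not state its scale. It also gives a focus ratio per the file headers, a fraction between 0 and 1 that describes how a peak's reads are placed around its centre. A signed distance in bp to the nearest transcription start site is the other deposited measurement. The peak score was used only to describe, rank or filter peaks within this list. It is not an enrichment over IgG. How tags were moved or extended before peaks were placed affects the coordinates, and so the annotation of each peak, and this setting is not stated.

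The depth of each library is unknown from the list. Low scores were tested for a common step: 99.8% of the 11121 scores under 100 lay on whole multiples of 0.245, against 41.7% by chance. If 1 step is 1 sequenced tag, the lowest score stands for 34 tags and the median score for 139. This reading of the step is not stated by the authors. Intervals on single scores are exact Poisson 95% intervals on the number of steps. They and the Wilson 95% intervals on shares cover counting error only, since the reads carry no molecular identifiers and the replicates cannot be separated.

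The reference was hg38 with the GENCODE 44 annotation, the same build as the list, and coordinates are 1-based. The host gene of a peak was taken from the RefSeq transcript named in its annotation. That transcript was matched to a RefSeq gene for 13838 of 13929 peaks with a transcript and to a GENCODE gene for 13790. Exons, introns and untranslated regions were those of the canonical transcript of each gene. Because the list gave 1 strand per peak, positions were also tested 173 bp back against that strand and 173 bp forward along it, which is the distance from the centre to the edge of a 347 bp peak.

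The density of peaks in 3′-UTRs and coding exons was compared per gene as log2 of peaks per kb plus a pseudocount of 1, so this ratio understates differences at low density. Scores in the 3′-UTR and in coding exons were compared within genes on the log2 scale. The pentamer ATTTA was counted on the sense strand of peaks lying wholly in a 3′-UTR and in 1 random window of the same length and the same 3′-UTR that held no peak. These tests were two-sided sign-flip permutation tests with 100000 resamples, and 1e-05 is the smallest p-value they can give. Ribosomal protein genes were compared with all other genes by their log2 scores, with an exact permutation test because only 2 of them had a peak. p-values of these 4 tests were adjusted by the Benjamini-Hochberg method. Genes and peaks are not replicates, so these tests describe this list and not the variation between experiments.

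The planned count-based test of HuR RIP against IgG RIP could not be used because the list holds a score and not counts for each sample, and the authors' list is described in its place. The rules for choosing the genes named were fixed before the data were examined. The first rule takes the 10 genes with the highest-scoring peaks, after each gene was reduced to its best peak, so these genes were known only from the data. The second takes 14 genes that the study discusses. These are ELAVL1, the gene of HuR itself, and genes discussed as HuR targets or as lying downstream of HuR. Other genes named in the text were chosen after their values were seen. A list of 8 glycolytic genes was written down before they were looked up.

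Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and pysam 0.24.0, and plots were drawn with matplotlib 3.10.9. The functions were tested on simulated data. The sign-flip test gave p under 0.05 in 6% of 200 unchanged sets and in 98.5% of 200 sets shifted by 0.2 SD. The label permutation test, run there on medians, did so in 3% of 200 unchanged sets and in 100% of 200 sets shifted by 1 SD. The label permutation tests reported below compare means, and that form was not simulated. Of 5000 simulated scores, the fitted step placed 100% of those under 100 on its multiples. The alternatives tried were a higher score threshold, other rules for merging peaks and for overlap, other motifs and controls, other summaries per gene, and the moved position.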

Results

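RNA immunoprecipitated with an antibody against HuR was compared with RNA immunoprecipitated with mouse IgG in MDA-MB-231 cells, with 2 samples for each antibody, to find transcripts bound by HuR. The result was 1 list of 14149 peaks for the whole series, without separate values for the replicates or for IgG. Differences between HuR and IgG at a peak, and the spread between replicates, were therefore not measured here.

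Each peak was 347 bp long, and 7127 lay on the + strand and 7022 on the − strand. Peaks were found on chromosomes 1 to 22 and X, with 1550 on chromosome 1 and 12 on other scaffolds. The list had 0 peaks on the mitochondrial genome and 0 on chromosome Y. The peak score, HOMER's own value for each peak, ranged from 8.32 to 25897.6 with a median of 34.0 and quartiles of 17.6 and 83.4. The median focus ratio was 0.542. Overlapping peaks merged into 11795 loci, of which 2338, or 19.8%, held peaks of both strands. When only the peaks with a score at or above the median were used, 7082 peaks in 5629 loci remained.

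The location of the peaks in transcripts was examined first, because HuR is described as a protein that binds mostly in 3′-UTRs. At the peak centre, the deposited annotation placed 8756 peaks in introns, or 61.9% (Wilson 95% interval 61.1 to 62.7%). It placed 2062 peaks in 3′-UTRs, or 14.6% (14.0 to 15.2%), and 1778 peaks in exons, or 12.6% (12.0 to 13.1%). Promoters held 3.27% of the peaks, 5′-UTRs 1.22% and intergenic sequence 1.54%. The median score was 65.4 in 3′-UTRs, 44.0 in exons, 28.6 in introns and 17.1 in intergenic sequence. Among peaks in exons and UTRs of protein-coding genes only, 51.4% were in 3′-UTRs, the largest change of this share under the alternatives tried.

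Intronic peaks lay close to exons. In the canonical transcripts, 8643 intronic peaks could be placed, and the median distance from the peak centre to the nearest exon was 100 bp in introns with a median length of 3411 bp. Of these peaks, 97.2% (96.9 to 97.6%) were within 347 bp of an exon, against 31.1% for random positions of the same introns. The side depended on the strand of the peak. The nearest exon was on the left for 99.6% of 4238 such + peaks and for 0.288% of 4166 − peaks. Where a − peak centre lay within 1000 bp of a + peak, the + peak was on the right in 3305 of 3588 cases, or 92.1%, with a median offset of 326 bp.

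**Figure D1:**
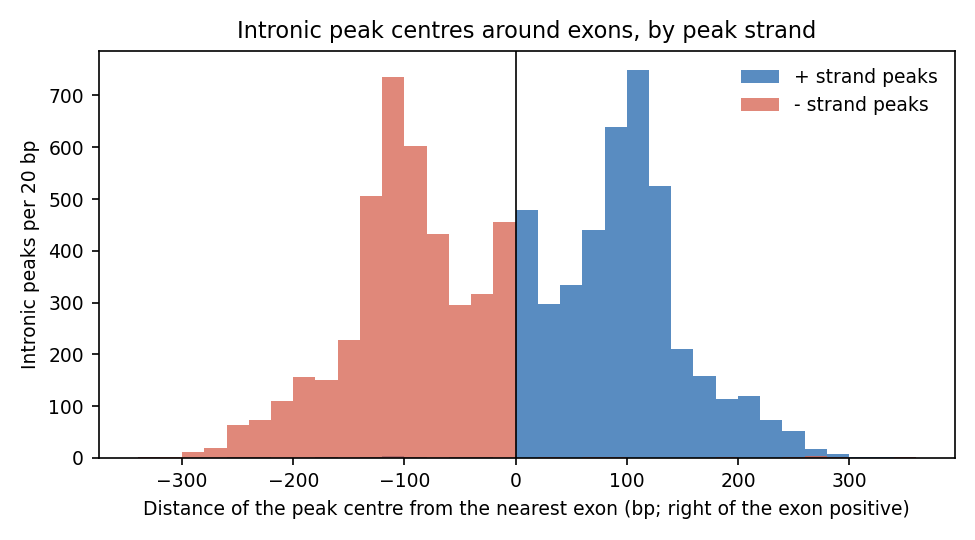
Number of intronic peaks in bins of 20 bp (y axis) against the distance in bp of the peak centre from the nearest exon of the canonical transcript (x axis, positive to the right of the exon), for peaks of the + strand and the − strand within 347 bp of an exon. Nearly all + peaks sat to the right of the exon and nearly all − peaks to its left.

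Positions beside the centre were therefore also annotated, over 13790 peaks with a GENCODE host gene. At the centre, 64.4% (63.6 to 65.2%) were in introns, 13.1% (12.6 to 13.7%) in coding exons and 17.1% (16.5 to 17.7%) in 3′-UTRs of the canonical transcript. At 173 bp back against the strand of the peak, 20.2% (19.6 to 20.9%) were in introns, 53.1% (52.3 to 54.0%) in coding exons and 18.7% (18.0 to 19.3%) in 3′-UTRs. At 173 bp forward, introns held 73.8% and coding exons 4.53%. In a scan of shifts in steps of 20 bp up to 400 bp either way, the share in any canonical exon was 32.3% at the centre and reached its maximum of 77.0% at −200 bp. The moved positions were chosen after the data were seen.

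**Figure D2:**
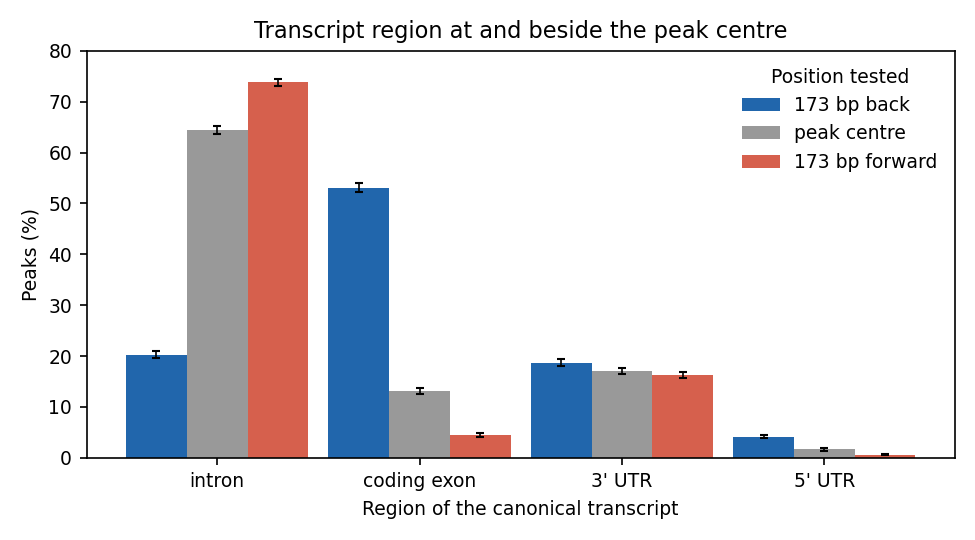
Percentage of 13790 peaks (y axis) in each region of the canonical transcript (x axis) at the peak centre and at 173 bp back against or forward along the strand of the peak; error bars are Wilson 95% intervals. The coding-exon share was 13.1% at the centre and 53.1% at 173 bp back, while the 3′-UTR share was 17.1% and 18.7%.

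Peak density in 3′-UTRs was compared with that in coding exons over the 1961 genes with a peak centre in either. Pooled over these genes, there were 0.399 peaks per kb of 3′-UTR and 0.462 per kb of coding exon. The mean log2 ratio per gene was 0.0019 (SD 0.82, n = 1961 genes, sign-flip permutation p = 0.92, adjusted p = 0.92), so no difference was found. The density was higher in the 3′-UTR for 1010 genes and lower for 951. The ratio depended on how a peak was placed. At 173 bp back, the mean log2 ratio was −0.69 (p = 1e-05, n = 2679 genes), with 0.303 peaks per kb of 3′-UTR and 1.24 per kb of coding exon. When a peak had to overlap a region by most of its length, the ratio was 0.20 (p = 1e-05, n = 1824 genes). An exon shorter than the overlap needed cannot meet this rule by itself. Coding-exon peaks fell from 1809 at the centre to 1246 under the rule, while 3′-UTR peaks were 2359 and 2358. The positive ratio may thus come from the rule and does not show a higher density in 3′-UTRs.

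Within genes that had peaks in both regions, the median score of 3′-UTR peaks was higher than that of coding-exon peaks by 0.20 on the log2 scale (SD 0.70, SE 0.031, n = 527 genes). The 3′-UTR score was higher in 310 genes and lower in 214 (sign-flip permutation p = 1e-05, adjusted p = 4e-05). At 173 bp back, the difference was 0.81 over 898 genes (permutation p = 1e-05) and was in the same direction in 774 of them.

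Peaks lay on the strand of their gene in 53.9% of 13346 cases (Wilson 95% interval 53.0 to 54.7%). Among 3′-UTR peaks the share was 59.0% (56.9 to 61.1%).

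The AU-rich pentamer ATTTA was counted because HuR is a reader of AU-rich elements. It was present in 54.0% of 1973 peak windows lying wholly in 3′-UTRs, and in 60.4% of the random windows without a peak from the same 3′-UTRs. The difference was −6.34 percentage points (sign-flip permutation p = 3e-05, adjusted p = 6e-05, 1198 genes). The pentamer was in the peak alone for 369 pairs and in the control alone for 494. With the heptamer TATTTAT the difference was −5.32 percentage points (permutation p = 1e-05), and with 5 T in a row it was −4.66 (p = 0.00018). Against dinucleotide-shuffled sequences of the peaks themselves, the sign changed to 3.14 percentage points (permutation p = 0.026). Peak windows had a mean GC content of 38.9% and control windows 37.4% (permutation p = 1e-05).

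Whole 3′-UTRs differed in the other direction. Of 19489 protein-coding genes with a 3′-UTR, 3077, or 15.8%, had a peak. Their 3′-UTRs held 2.85 ATTTA per kb (SD 1.92), against 1.92 per kb (SD 2.69) in the 16412 other genes, a difference of 0.927 per kb (label permutation p = 1e-05). The 3′-UTRs of the genes with a peak had a median length of 2502 bp, against 858 bp, and a mean GC content of 38.1%, against 45.2%. This comparison was added after the data were seen. The other genes were not limited to those expressed in these cells, and expression was not measured here. Expression may thus account for a part of these differences.

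Ribosomal protein transcripts are abundant in most cells and show how far the list follows abundance. Only 2 of 86 ribosomal protein genes had a peak, or 2.33% (Wilson 95% interval 0.640 to 8.09%), against 15.8% of the other protein-coding genes. Ribosomal protein transcripts are short, and of 10000 random lists matched on summed exon length, with a median of 5 genes with a peak, 1243 had 2 or fewer. Both were paralogues with an L suffix, namely RPL26L1 with 1 peak of score 12.5 and RPS27L with 1 peak of score 25.0. Their median highest score was lower by 0.94 on the log2 scale than that of the 3311 other genes with a peak (difference −0.94, exact permutation p = 0.41, adjusted p = 0.55), which is not distinguishable from chance with 2 genes.

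The gene column of the list named 3982 genes, whereas the annotated transcripts belonged to 3313 genes. The column and the transcript gave different genes for 5613 of 13780 peaks, or 40.7% (39.9 to 41.6%). This share was 58.7% for 3′-UTR peaks, 38.2% for exon peaks and 37.6% for intronic peaks. Over these 13780 peaks, and by current gene symbols, the column gave 3862 genes and the transcripts 3305. Of these, 2506 were shared, 1356 were named by the gene column alone and 799 by the transcripts alone. Genes below are those of the transcripts.

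The highest peaks were on ACTB. Its top peak, on chromosome 7 from 5528196 to 5528542 (hg38) in exon 4 of 6, a coding exon, had a score of 25897.6. The 4 highest peaks, all on ACTB, held 6.29% of the summed score, and the fifth peak, on TMED2, scored 3392.2. The best peak of CANX was in its 3′-UTR on chromosome 5 from 179730410 to 179730756, with a score of 3376.1, and the gene column named it MAML1. The best peak of AXL, on chromosome 19 from 41259661 to 41260007 in exon 19 of 19, scored 2768.7 and was named HNRNPUL1. UBE2N, GPS2, PHLDA1, CNN3, HNRNPUL1 and PTMA followed, with highest scores from 2638.5 down to 2358.1. The assignment was uncertain for GPS2 and HNRNPUL1. The GPS2 peak on chromosome 17 from 7312068 to 7312414 overlapped the 3′-UTR of EIF5A, and the HNRNPUL1 peak on chromosome 19 from 41261371 to 41261717 lay outside that gene in the 3′-UTR of AXL.

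Of the 14 genes that the study discusses, 5 had a peak in their own transcript. CTNNB1, which encodes β-catenin, had 1 peak, in its 3′-UTR on chromosome 3 from 41240122 to 41240468, with a score of 834.0 and rank 61 of 3313 genes. ELAVL1, the gene of HuR itself, had 11 peaks, the best in its 3′-UTR on chromosome 19 from 7962787 to 7963133 with a score of 812.0 and rank 63, and this peak was named TIMM44 in the gene column. MSI2 had 19 peaks, the best with a score of 164.7 and rank 447, in the 3′-UTR on chromosome 17 from 57680122 to 57680468. XIAP had 3 peaks with scores of 60.7, 30.8 and 20.3 and rank 1074. At 173 bp back, all 3 were in coding exons. The list had 0 peaks for BCL2, MSI1, SNAI1, MMP9, PLAUR, CDH1, CDH2, CD82 and LAMA4. The lowest score in the list was 8.32, so binding that gave a lower score would not be seen here. Peaks of high score were also absent from the list, since 44.0% of the first 100 peak numbers of each chromosome, which follow the score, were present. A gene without a peak was thus not shown to be unbound. The study calls BCL2 a known HuR target. For SNAI1, its separate immunoprecipitation assay found no binding by HuR in these cells. It also reported loss of E-cadherin, the protein of CDH1, in these cells.

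FOXQ1, the transcription factor gene followed up in the study, spans 1312098 to 1314758 on the + strand of chromosome 6 and had 4 peaks. In the 3′-UTR, from 1313917 to 1314758, a + peak from 1314216 to 1314562 scored 30.6 and a − peak from 1314022 to 1314368 scored 27.2. Near the start of the transcript, a + peak from 1312413 to 1312759 in the 5′-UTR scored 30.3, and a − peak from 1312253 to 1312599, annotated as promoter, scored 27.4. If each score step was 1 tag, the 3′-UTR + peak rested on 125 tags with an exact Poisson 95% interval of 25.5 to 36.4 for its score, and the − peak on 111 tags with an interval of 22.3 to 32.7. The 4 scores were thus not distinguishable from one another by counting error. The best FOXQ1 peak was ranked 7526 among all peaks, and the gene was ranked 1781 of 3313. The AU-rich sequence ATTATTTATATATTTTTG, used as RNA bait for HuR in the study, matched chromosome 6 from 1314477 to 1314494, and all 18 bp lay inside the 3′-UTR + peak as listed. At 173 bp back, the + peak spanned 1314043 to 1314389 and held 0 bp of this sequence, while the − peak spanned 1314195 to 1314541 and held all 18 bp. That 3′-UTR held 3 ATTTA pentamers. Overlap of a peak with the AU-rich sequence does not place HuR on it.

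**Figure D3:**
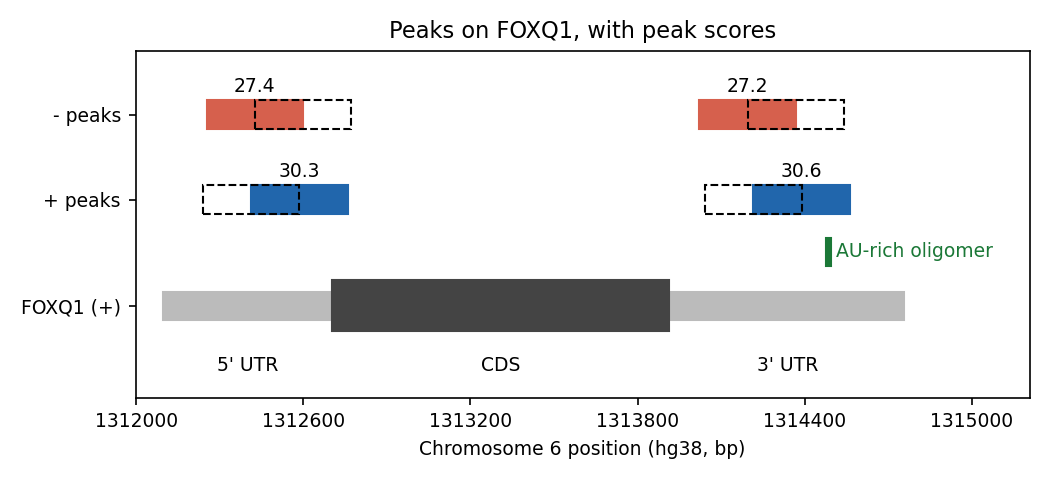
Map of FOXQ1 on chromosome 6 (x axis, hg38 position in bp) with the untranslated regions in light grey, the coding sequence in dark grey, the 4 peaks by strand with their scores, the same peaks 173 bp back against their strand as dashed outlines, and the AU-rich oligomer in green. The oligomer lies inside the + peak of the 3′-UTR as listed and inside the − peak of the 3′-UTR, not the + peak, at 173 bp back.

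**Figure D4:**
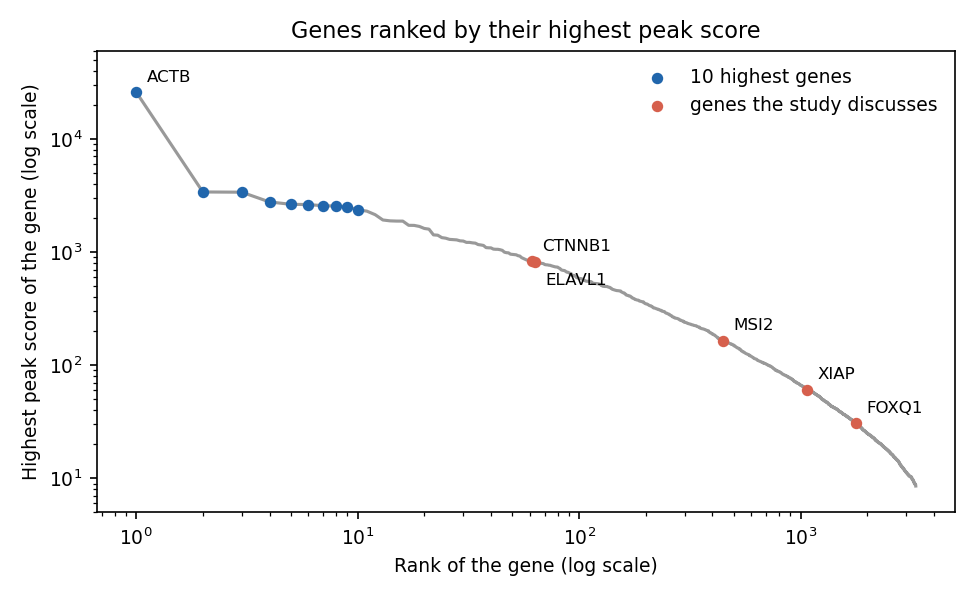
Highest peak score of each of 3313 genes (y axis, log scale) against the rank of the gene (x axis, log scale), with the 10 highest genes in blue and the 5 genes with a peak among those the study discusses in red. CTNNB1 and ELAVL1 were at ranks 61 and 63, and FOXQ1 was at rank 1781.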

Values the study reported

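The study reported 995 targets shared by its RIP-seq list and its RNA-seq list of genes affected by the HuR inhibitor. FOXQ1 and β-catenin were among these 995 genes. For the pull-down of HuR, an 18-mer RNA oligomer from the FOXQ1 3′-UTR was used. In a separate immunoprecipitation assay, the study reported FOXQ1 mRNA to be enriched by the HuR antibody over IgG.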

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

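Across 30 alternatives to 9 results, 17 kept the direction and the side of the threshold, or stayed within the interval or within 1.5 times the count. The alternatives that placed a peak 173 bp back against its strand, that used exon parts of at least 1000 bp, that took 1 motif window per gene and that took the gene from the transcript were chosen after seeing the data, and the others before the data were examined.

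With only peaks scoring at or above the median, the list held 7082 peaks, 5629 merged loci and 1980 genes, against 14149, 11795 and 3982. Fewer peaks by construction explain these lower counts. The share of peaks in 3′-UTRs was 14.6% in all. It was 13.0% with 1 peak per merged locus and 19.6% with scores at or above the median. It was 51.4% among exons and UTRs of protein-coding genes only, where the smaller denominator is the cause. In canonical transcripts it was 17.1% at the peak centre and 18.7% at 173 bp back. Part of the gap between 14.6% and 18.7% was thus present before the peaks were moved, and came with the change of annotation and of peaks counted. The share of peaks on the strand of their gene was 59.0% among 3′-UTR peaks only, against 53.9%. Except where stated, the cause was not tested.

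The density of peaks in 3′-UTRs against coding exons varied with how peaks were placed and counted. The mean log2 ratio was 0.0019 at the peak centre and 0.20 with an overlap over most of the peak. Short exons cannot meet the overlap rule, so its positive value does not show a higher density in 3′-UTRs. The mean log2 ratio was −0.026 with 1 peak per merged locus (permutation p = 0.12), −0.69 at 173 bp back and −0.28 in exon parts of at least 1000 bp. The p-value was 1e-05 for the overlap, the moved position and the long exon parts. The motif difference of −6.34 percentage points became 3.14 against dinucleotide-shuffled sequences of the peaks, and the cause was not tested. With the 5 other alternatives it stayed negative, from −8.51 to −4.66 percentage points. The score difference between 3′-UTR and coding-exon peaks stayed positive under its 3 alternatives, from 0.17 to 0.81. The ribosomal difference stayed negative in both alternatives, from −2.03 to −0.46, but 2 genes could not have shown stability.

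No paired analysis was possible because the list holds no values for single samples. For the same reason the planned replicate block, the planned omission of each replicate in turn and the planned test of HuR RIP against IgG RIP were not run, and the unknown depth of each library limits what can be said of genes without a peak.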

Other observations

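The tests on exon edges, on the share of peaks deep in introns, on abundance, on strand, on peak identifiers and on the gene column were chosen only after the result was seen. All patterns below were noticed in this list and tested on the same list. No biological explanation was tested against the design, since the list gives no separate HuR and IgG values.

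Most peaks were annotated in introns, yet 96.9% (96.5 to 97.3%) of 8643 intronic peaks were within 347 bp of an exon and displaced from it along their own strand. A candidate explanation is that reads from exons were moved or extended along their strand without regard to splicing before the peaks were placed. U-rich HuR sites spread through introns would give another picture. Only 2.26% of the intronic peaks were over 1000 bp from an exon, against 40.8% of random positions of the same introns, which argues against such sites as the source of most intronic peaks. For the 195 peaks deep in introns, runs of 5 T were as frequent as in control windows (66.7% against 66.2%, a difference of 0.513 percentage points, sign-flip permutation p = 1). These peaks had a median score of 18.1, 62 of them were annotated as repeats, and 53.3% were displaced along their strand. With 195 peaks, U-rich sites and other origins of the deep peaks cannot be told apart.

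Peaks lay on the strand of their gene in 53.9% of cases, and + and − peaks were often found side by side. This share is in line with libraries that keep little strand information, in which case the strand of a peak would be a direction of reading and not of transcription. The share of 59.0% in 3′-UTRs is not explained by this alone.

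At 173 bp back, coding exons held more peaks per kb than 3′-UTRs. A limit of 1 peak per strand for each short exon could raise the coding density. In exon parts of at least 1000 bp the mean log2 ratio was still −0.26 (SD 0.73, sign-flip permutation p = 1e-05, 239 genes), with 0.280 peaks per kb of 3′-UTR and 0.590 per kb of coding exon. Short exons are thus not the whole cause. In the same 239 genes with all exons the ratio was −0.39 (SD 0.74), and whether exon length accounts for the change between these values was not tested. Annotated 3′-UTRs longer than those used in these cells remain open and were not tested.

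The higher scores of 3′-UTR peaks may reflect exon length, since an exon shorter than a peak cannot fill it. With coding exon parts of at least 347 bp, at 173 bp back, the difference was 0.031 on the log2 scale (SD 0.66, sign-flip permutation p = 0.48) and was positive in 115 of 233 genes. In the same 233 genes with all coding exons it was 0.33 (SD 0.70, sign-flip permutation p = 1e-05) and positive in 160. The higher score in 3′-UTRs may thus come from exon length. These data gave no sign of higher scores there once exon length was held to that minimum.

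The 3′-UTR peaks held ATTTA less often than other windows of the same 3′-UTR. Peaks need not mark the sites of HuR, so this does not bear on whether HuR reads AU-rich elements. Peak windows also had a higher GC content. In 1647 peaks with a control window within 2 points of GC content, the difference was −3.10 percentage points (sign-flip permutation p = 0.06), against −5.59 (p = 0.00085) for the same peaks with controls of any GC content. The GC content may account for a part of the difference, but its whole effect and the remaining difference cannot be told apart at this number of peaks. The 347 bp windows and the displacement of the peaks also limit how closely a motif can be placed, and peaks at 173 bp back gave −6.25 percentage points.

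ATTTA was denser in the 3′-UTRs of genes with a peak than in other genes. Base composition is a candidate explanation. ATTTA made up 10.4% of the 10 pentamers with 2 A and 3 T in genes with a peak and 11.2% in other genes (difference −0.783 percentage points, label permutation p = 1e-05, genes with at least 10 such pentamers). The order of the bases thus gave no excess of ATTTA, in line with AT-rich 3′-UTRs as the source of the higher density. Whether AT-rich 3′-UTRs were chosen by HuR, by the procedure or through expression in these cells was not tested.

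Ribosomal protein genes rarely had a peak. If the list followed transcript abundance alone, these genes should have peaks at least as often as others, but 2 of 86, or 2.33%, had one. Of the 8 glycolytic genes, 1 had a peak (PGK1), and so few genes do not bear on the question. Random lists, 10000 in all, were matched to the 86 genes on annotated 3′-UTR length. The median number of genes with a peak was 8, and 95 lists had 2 or fewer. The annotated 3′-UTRs of the ribosomal protein genes had a median of 177 bp but reached 7242 bp for RPL37. Their lengths in these cells are not known, so these lists do not exclude short 3′-UTRs. Lists matched on summed exon length had a median of 5 genes with a peak, and 1243 of 10000 had 2 or fewer. Short transcripts and other causes therefore cannot be told apart, since the real count is within the range of these lists. Reads shared with processed pseudogenes could remove peaks. Of the other genes with at least 5 named processed pseudogenes, 58 of 215 had a peak, or 27.0% (21.5 to 33.3%), which is not lower than the 15.8% of other protein-coding genes. With at least 10 pseudogenes, as 43 of the 78 ribosomal protein genes without an L suffix have, it was 14 of 61 genes, or 23.0% (14.2 to 34.9%), an interval that includes 15.8%. Abundance was not held equal in this comparison, so shared reads and other causes cannot be told apart for these genes. The authors' filter on a change against IgG, a weak association with HuR and a background of ribosomal protein transcripts in the IgG samples remain open, and the list gives no values to test them.

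The peak identifiers carry a number within each chromosome that follows the score (Spearman rho across peaks from −0.958 to −0.909 in the 23 chromosomes, where peaks are not independent replicates). The highest numbers sum to 130737, and 10.8% of these numbers are in the list. If low-scoring peaks alone had been removed, nearly all of the first 100 numbers of each chromosome would remain, but 1013 of 2300, or 44.0%, did, against 10.2% of later numbers. A filter on something other than the score is a candidate explanation, possibly the comparison with IgG.

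Where the gene column and the annotated transcript gave different genes, the peak centre was outside the body of the gene in the column for 92.5% of 5281 peaks, and inside the body of the transcript's gene for 97.1% of peaks. This is in line with a column that names the gene with the nearest promoter, so that peaks at the end of a long gene may be credited to its neighbour. By current symbols, over the peaks with both genes known, that column held 1356 genes that no annotated transcript supplied. It lacked 799 that the transcripts supplied. The gene of the transcript can be wrong as well, since some were joined-gene, antisense or microRNA entries, such as BCL2L2-PABPN1, ARF4-AS1 and MIR1244-4.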
